A study of Mus musculus with 4 samples.

How the data were processed

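The series profiled single cells of mice of the Penk-Cre Ai9 line, in which Cre recombinase expressed from the Penk gene switches on the red reporter tdTomato. Per the labels, tissue of the subventricular zone and striatum was dissociated, and reporter-positive cells were sorted singly into plates. In dataset A the cells were also stained for CD11b, a microglia surface protein, and CD11b-positive cells were left out. In dataset B all reporter-positive cells were taken. The labels name 4 samples, a neuroblast sample and a quiescent neural stem cell sample in each of the 2 datasets.

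The authors deposited raw read counts per gene and cell, as the whole numbers and unequal cell totals of the table show. Libraries were made by template switching with PCR preamplification, per the labels' protocols. No molecular identifiers are mentioned there. The aligner, the counting tool, the genome build, the annotation and the filters on genes and cells are not stated, so no coordinates are given and genes are named by the symbols of the table. The table held 15305 gene rows for 82 cells, of which 1997 rows were at 0 in all cells. A list of sequencing runs was not used. No reporter row was analysed here.

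Column names gave the dataset, plate and well of each cell, but not its cell type. None of the 4 labelled samples could therefore be mapped to cells, and the planned comparison of quiescent neural stem cells with neuroblasts was not made. It was replaced by a comparison of cell classes rebuilt from the counts. Classes were not read from the order of cells or runs. They are not the study's annotation, and any difference from the study may come from the rebuilt names.

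Counts were scaled to a total of 1000000 per cell or pool (CPM) and taken as log2(CPM + 1). Genes with a count in at least 5 cells (8023 genes) were kept, and the 1500 most variable gave 10 principal components and a Ward tree. The division into 5 had the highest mean silhouette (0.289) among divisions of the tree into 3 to 8, and the division into 2 had 0.316. A cluster was named from marker lists when at least 3 genes of a list were detected and its 10 leading genes did not go against the name. The branch of the division into 2 that was led by Ttr and Enpp2 had 1 gene of the quiescent stem cell and astroglia list among its 10 leading genes and stays unnamed. It is called the Ttr/Enpp2 branch. No doublet caller was run on 82 sorted cells. No cell was filtered out.

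Because clusters were formed from the same counts, each gene was tested on classes formed without it. Genes were divided at random into 2 sets, and the classes formed on one set were used to test the other. Each cluster took the class that most of its cells had on all genes. Both sets came from the same cells, and the same 29 and 35 cells came back on each. Some circularity may therefore remain in the tests. Marker list genes were tested on classes formed without any list gene. Raw counts were summed over the cells of a class within a dataset, which gave 4 pools, 2 per class. Cells were not treated as replicates. The test was edgeR's quasi-likelihood test (version 4.0.16, filterByExpr, TMM normalization) without a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. Both pools of a dataset came from the same sort, so the datasets pair the pools, and the labels are the source of the pairing. Deviations of the pools from their class means correlated at 0.217 between classes over 5967 genes. The fit with the dataset as a block was an alternative. Lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01), fry and camera with an estimated correlation. DESeq2 1.42.0 was an alternative tool. Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

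A test of dataset B against dataset A had been planned for the 4 labelled samples. It had been fitted on the 4 pools before it was recognised that both pools of a dataset come from one sort. Each sort gate is then 1 sample, and no p-value, standard error or count of changed genes is given for it. Datasets are described by values, after thinning each cell to 500000 counts where shares of cells are compared. No cell was shallower. Percentiles place a list's median among 10000 random lists of the same size matched on detection or mean expression.

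The edgeR script was tested on simulated data with 6898 genes, of which 200 were changed. At a dispersion of 0.1 it recovered 83.8% of changes of 2 on the log2 scale and 100% of changes of 4 and 6, with 6 false calls among 194. At the dispersions of the pools of the 29 and 35 cells (median 3.552) it recovered 5.6% of changes of 6.

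The 11 marker lists held 213 entries. They, the tests, the threshold, the naming rule for genes and most alternatives were fixed before the data were examined. The clustering method, the number of clusters, the classes, the held-out scheme and the comparison of these classes were chosen afterwards. During that choice, 500, 1500 and 3000 variable genes, clustering with and without the most abundant genes, 2 to 8 clusters and 2 solvers of the principal components were looked at. A list of choroid plexus genes was written after Ttr and Enpp2 had been seen to lead the branch. Genes already looked at were left out of it. A further 4 were removed, before any value of the list was computed, because an exploratory listing had shown them, which left 25. Of the 209 distinct genes in the 11 lists, 47 had no row in the table used and were not analysed here.

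The rule for naming genes took the 8 largest changes in each direction among genes past the threshold that had the same sign in both datasets and averaged at least 10 CPM. Where no gene passed, the 5 with the lowest p were named and said not to pass. Binomial intervals are exact 95% (Clopper-Pearson) intervals, and a read count of 0 was given an upper limit of 3 counts. PCR copies are not independent molecules, so intervals and floors cover counting error only.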

Results

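The data were read counts of 82 reporter-positive cells, 41 in each dataset. All 41 cells of dataset A, sorted as negative for CD11b, lay on 1 plate. The 41 cells of dataset B, sorted without that gate, lay on 4 plates. Dataset A held 86683085 counts, with 530630 to 7765650 per cell (median 1942926). Dataset B held 85771229 counts, with 1235278 to 3339591 per cell (median 2135576). The median cell had 1452 genes with a count in dataset A and 1743 in dataset B. Ttr and Enpp2 took 16.1% and 7.48% of all counts in dataset A, and 3.14% and 4.90% in dataset B. Single cells weighed on the Ttr share of dataset A, where 1 cell held 5381749 Ttr counts and another 3076432. The labels name a quiescent neural stem cell sample and a neuroblast sample per dataset, but cells could not be assigned to them. The values below refer to classes of cells rebuilt from the counts.

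Clustering asked which kinds of cell the table held. A cluster of 35 cells was led by Sox11, Dpysl2, Map1b, Nfib, Nrep, Ncam1, Sox4, Nnat, Rtn1 and Stmn1. Of these 10 genes, 4 were in the neuroblast list, and the cluster is called neuroblast-like. It held 10 of 41 cells in dataset A (24.4%, exact 95% interval 12.4% to 40.3%) and 25 of 41 in dataset B (61.0%, 44.5% to 75.8%). A branch of 29 cells was led by Ttr, Enpp2, Kcnj13, Ecrg4, Ptgds, Folr1, Clu, Sostdc1, Fxyd1 and Pcp4l1. In the division into 5 it was 2 clusters, 1 of 20 cells (13 of dataset A and 7 of dataset B) and 1 of 9 cells (1 and 8) led by Cab39l, Clic6 and Car2. Its 2 pools thus differed in make-up. The branch held 14 cells of dataset A (34.1%, 20.1% to 50.6%) and 15 of dataset B (36.6%, 22.1% to 53.1%). The other 18 cells, 17 of them from dataset A, fell in neither class. The classes were uneven over the plates of dataset B. Plate PL4 held 10 branch and 4 neuroblast-like cells, P1 held 2 and 12, and P2 held 6 neuroblast-like cells and no branch cell. The difference between classes in dataset B is therefore in part a difference between plates, and the 2 cannot be told apart here. With 1 sort per gate, the shares of the 2 datasets have no replicate and were not tested against each other. All 29 branch cells and all 35 neuroblast-like cells kept their class when the clusters were formed on 500 or 3000 variable genes, without the most abundant genes, without list genes, or on either random set of genes. In some of these settings the classes also took in cells of neither class, up to 37 cells in the branch and 38 in the neuroblast-like cluster. Another random split of the genes gave up to 42 cells in the latter.

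**Figure D1:**
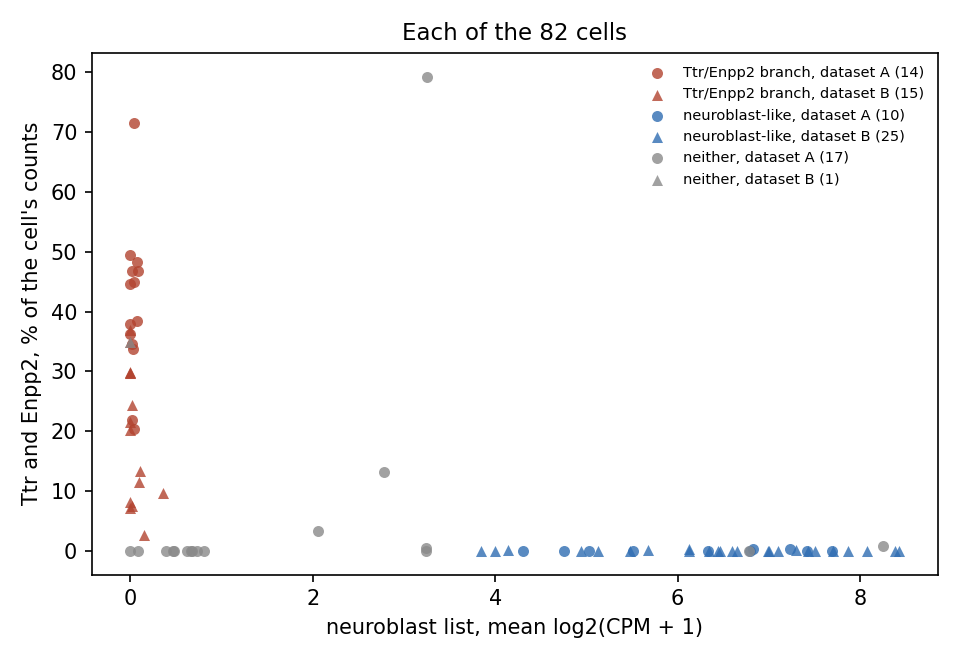
Each point is 1 of the 82 cells. The horizontal axis is the mean log2(CPM + 1) of the neuroblast list and the vertical axis is the percent of the cell's counts from Ttr and Enpp2. Colours give the class and shapes the dataset. The 29 branch cells lie near 0 on the horizontal axis and the 35 neuroblast-like cells near 0 on the vertical axis.

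The comparison of the Ttr/Enpp2 branch with the neuroblast-like cluster took the place of the comparison of the labelled cell types. The pools of the clusters above held 36919866 and 31902553 counts for the branch in datasets A and B, and 16667619 and 51285241 for the neuroblast-like cluster. The gene test used classes formed on 1 of the 2 random gene sets, and these took in 2 of the 18 other cells for one set and 11 for the other. The latter gave 55211780 and 34485988 counts for the branch, and 22156903 and 51285241 for the neuroblast-like cluster. Marker lists, Penk and genes per cell were compared on the 29 and 35 cells, without the 18. The deepest cell gave 21.0% of the counts of the branch in dataset A. With 2 pools per class, edgeR's quasi-likelihood test called 0 of 7200 held-out genes past an adjusted p of 0.05. At an unadjusted p under 0.05 there were 926, and 839 of 8541 after each gene's values had been shuffled over the cells. The shuffled cells were clustered anew, with all cells divided into 2 groups, so their pools are not those of the classes. DESeq2, the alternative that moved this count most, called 3017 of 10789 genes, 1025 of them higher in the branch. The same tool called 2090 of 13308 genes after each gene's values had been shuffled over the cells, where edgeR called 0 of 8541. The 2090 were adjusted over all genes, while the 3017 used the tool's own filter and adjustment in each gene set. With its own adjustment, and clusters formed on the same genes, DESeq2 called 2098 of 10728 shuffled genes. Fitting the dataset as a block left edgeR's count at 0, with 552 genes at an unadjusted p under 0.05.

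No gene passed, so the 5 with the lowest p are given, each with an adjusted p of 0.27 in edgeR's test and with values of the pools it was tested on. Sox4 was at 0.217 and 0.408 CPM in the branch of datasets A and B and at 1201 and 1872 CPM in the neuroblast-like cluster, a log2 difference of -11.69 (SE 1.20). Pcdh9 had 2 counts in the branch against 86855 in the neuroblast-like cluster. Sp8 had 0 counts against 151114, and Crmp1 had 0 against 84146. S100a1 went the other way, with 57011 counts in the branch and 4 in the neuroblast-like cluster.

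The same comparison within each dataset asked whether the difference between classes had the same direction under both sort gates. Across 7200 held-out genes, the log2 differences of dataset A and dataset B correlated at 0.446 (Pearson) and 0.446 (Spearman), and 59.4% had the same sign. Of these genes, 997 had no count in either pool of a dataset and so no direction there. Over the other 6203 genes, the values were 0.453, 0.465 and 68.9%. Shuffling each gene over the cells, with pools formed anew, gave a Pearson correlation of 0.136 and 51.7%. Over genes with counts in both datasets, the share with the same sign was then 52.5%. Over the 3651 genes at 50 CPM or more, the correlation was 0.528 and 69.2% had the same sign. Genes are not independent replicates, and these values describe the pools. Both datasets were clustered together, so part of the agreement between them may come from the clustering.

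Marker lists fixed in advance asked how the classes related to known cell types. The neuroblast list was lower in the branch for all 27 tested genes (camera adjusted p 2.19e-20). Taken over both datasets, 20 of its 28 genes fell below 3 counts in one class, and with these at their bound the median log2 difference was -13.87. The quiescent stem cell and astroglia list was higher for 8 of 14 tested genes, with a median of 2.20 (camera adjusted p 0.0196). With genes at their bound, that list had a median of -0.37, with 9 genes higher and 10 lower. Under fry only the neuroblast list passed (adjusted p 0.0199, against 0.135 for the astroglia list), and with an estimated correlation no list passed. The neuroblast list contributed to naming its cluster, so this describes the classes and is not independent evidence. The other lists did not pass under camera. Their adjusted p was 0.0541 for ependymal cells, 0.150 for activated stem cells, 0.150 for immediate early genes, 0.642 for proliferation, 0.653 for quiescence regulators, 0.653 for the oligodendrocyte lineage, 0.697 for microglia and 0.727 for striatal projection neurons. No vascular gene was tested. Few genes of some lists were tested, such as 4 proliferation genes of 25 listed, of which 10 had a row. A list that did not pass is therefore not shown to be unchanged. With genes at their bound, 9 of 10 proliferation genes, 9 of 9 activated stem cell genes and 19 of 20 microglia genes were lower. Ependymal genes were higher for 4 of 5, and quiescence regulators for 10 of 20. The fitted median of the quiescence regulators was -0.94 while their mean was 1.45 and camera's direction was up. The microglia list had a median of -2.09 and a camera direction of up. Over all 11 lists, 0 genes passed when adjusted over all genes tested. Adjusted over the list alone, 24 of 27 neuroblast genes and 4 of 14 quiescent stem cell and astroglia genes passed, as did 4 of 14 quiescence regulators (3 higher in the branch), 2 of 3 ependymal genes and 1 of 7 activated stem cell genes. The other lists had 0. Clu was at 6931 and 2040 CPM in the branch and at 105.1 and 191.8 CPM in the neuroblast-like cluster of datasets A and B.

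Penk drives the Cre that marks the sorted cells. At 10 counts or more it was detected in 9 of 82 cells, most of them among the 18 cells of neither class. Each pool had 1 such cell, of 14 branch cells in dataset A (7.14%, exact 95% interval 0.181% to 33.9%), 15 in dataset B (6.67%, 0.169% to 31.9%), 10 neuroblast-like cells in dataset A (10.0%, 0.253% to 44.5%) and 25 in dataset B (4.00%, 0.101% to 20.4%). Penk was at 0.894 and 38.1 CPM in the branch and 100.5 and 4.89 CPM in the neuroblast-like cluster. The log2 difference was -1.05 (SE 3.11, edgeR adjusted p 0.998), and it became 2.13 without the neuroblast-like pool of dataset A. A single cell gave 93.9% or more of the Penk counts of every pool.

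Genes detected per cell were compared after thinning each cell to 500000 counts. The median cell had 959 and 1280 genes in the branch of datasets A and B (mean 1120 ± 227, SD, n = 2), and 1470 and 1397 in the neuroblast-like cluster (1433 ± 51.3, SD, n = 2). The difference of -313.8 had an exact two-sided permutation p of 0.333, the smallest that 4 pools allow. Unthinned, the difference was -355. Ttr and Enpp2 took 28.7% and 17.1% of the branch's counts in dataset A, and 7.09% and 11.7% in dataset B. In the neuroblast-like pools each took at most 0.044%. Thinning to equal totals therefore left fewer counts for other genes in the branch, most so in dataset A. How much of the difference this explains was not tested.

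Dataset B against dataset A asked what the CD11b gate changed, since the labels give the removal of a microglia signature as its purpose. After thinning, a gene of the microglia list had a count in 3.17% of dataset A cells and 23.4% of dataset B cells on average, and 19 of 20 genes were in more cells of dataset B. Its median difference lay above all 10000 matched random lists. Unthinned, the averages were 3.25% and 44.1%, and 21 of 21 genes were in more cells of dataset B. At 10 counts or more they were 2.57% and 5.42%, with 13 of 18 genes in more cells of dataset B. CPM did not follow the shares of cells, as 14 of 21 genes had a higher CPM in dataset B and 7 in dataset A. Tyrobp was at 580.4 CPM in dataset A, where 1 of 4 cells gave 50264 of 50308 counts, and at 0.245 CPM in dataset B, from 9 cells. Of the 10 other lists, the neuroblast list had a median difference at percentile 99.0, the ependymal list at 96.3, activated stem cells at 67.7, striatal projection neurons at 41.0, proliferation at 26.4, the oligodendrocyte lineage at 7.19, vascular genes at 6.94, immediate early genes at 3.04, quiescence regulators at 1.80 and the quiescent stem cell and astroglia list at 0. These percentiles describe 2 sorts, 1 per gate, which also differed in plate. The datasets differed in the make-up of their cells too, which was not adjusted for. Dataset A held 10 neuroblast-like cells and dataset B 25, and 5 astroglia-like cells described below all came from dataset A. The percentiles of the neuroblast and astroglia lists may reflect these numbers of cells.

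Rows with a count in at least 15 cells of one dataset and 0 cells of the other were listed by a rule of size set after the values were seen. Dataset A alone had Slc7a10, Slc38a3, Gja1 and Xist. Dataset B alone had 12 rows, namely Fcgr3, Pbx3, P2ry13, P2ry12, C1qb, C1qa, Tmem119, Selplg, Rala, Fyttd1, Gpr34 and Ddx3y.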

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

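All tests in this part were chosen after the results they bear on had been seen.

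The striatal projection neuron list moved in opposite directions in the datasets. Its median log2 difference, branch over neuroblast-like, was -5.43 in dataset A and 3.05 in dataset B, over 9 tested genes. The difference between datasets was not tested. Penk was the median gene in both datasets, and 1 cell gave 93.9% or more of its reads in each pool. Over the list, 1 cell gave over 90% of the reads in 17 of the 24 entries of a gene in a pool that had 10 counts or more. Ppp1r1b was spread more widely, with 10 counts or more in 9 of 14 and 10 of 15 branch cells. Only 5 genes of the list reached 10 counts in both datasets within the same class. Of these, Snap25, Ppp1r1b, Bcl11b and Pde10a kept their sign, and Penk did not. The others that changed sign, Foxp1, Syt1, Rgs9 and Adcy5, had 0 or 1 reads in 2 pools each. A difference in the genes that carry reads and a difference between gates cannot be told apart here, because the genes are few and each gate was 1 sort.

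A group of 5 cells, in neither class and in none of the compared pools, carried a median of 14 genes of the quiescent stem cell and astroglia list at 10 counts or more. The branch had 7 and the neuroblast-like cluster 3. The group separated when the tree built without list genes was divided into 7. It was led by Gja1, Itih3, Sparcl1, Gjb6, Etnppl, Aldoc, F3, Atp1b2, Sat1 and Slc1a3, of which 3 are in the list, and is called astroglia-like. All 5 cells came from dataset A (12.2%, exact 95% interval 4.08% to 26.2%). Dataset B had 0 of 41 cells in the group, an exact upper limit of 8.60%. The CD11b gate and the plate went with the dataset, and whether the sex of the animals did was left open. Their effects on the count of 0 cells cannot be told apart. Whether these cells are among those the study labelled quiescent neural stem cells was not tested.

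Another cell in neither class, also from dataset A, held 156780 counts of the microglia list, 5.59% of its counts. Itgam, which encodes CD11b, had 0 counts in dataset A. Reads passed from other libraries of the table are argued against, since the library with the next most such reads held 79895. A well with a neuroblast and a second cell is argued against too. Only 2 neuroblast list genes reached 10 counts there, while each of the 35 neuroblast-like cells had at least 11. On 1 of the 2 random gene sets this cell clustered with the branch, so it was in a pool of the gene test. A myeloid cell that passed the gate may also explain it, which was not tested.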

How the results depend on the processing

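Alternatives on how clusters were formed were chosen after the data were seen, and so were the block for genes per cell, the genes with counts in both datasets and the share of cells with a count as a measure of the microglia list. The others were planned, for the labelled samples.

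The count of 0 genes past an adjusted p of 0.05 between the branch and the neuroblast-like cluster (edgeR, 926 at an unadjusted p under 0.05) stayed at 0 with RLE factors, library size alone, a stricter filter, limma-trend, cells thinned, the deepest cell of each pool left out, and cells under 1000 genes left out. It also stayed at 0 with the replicate block, another split of the genes, and clusters formed on all genes, on 500 or 3000 variable genes, or without the most abundant genes. It became 358 without a filter on low counts (175 higher, 183 lower) and 3017 with DESeq2 (1025 higher, 1992 lower). Leaving out 1 pool gave 0 to 74, with 74 without the branch of dataset A and 41 without the neuroblast-like pool of dataset A. A lone pool was assumed to vary like the other class. Shuffling each gene over the cells, with pools formed anew, gave 0 calls with edgeR, with and without the filter. DESeq2 gave 2090 when adjusted over all genes. With its own filter and adjustment, on clusters formed on the same genes, it gave 2098 of 10728. With the filter, edgeR had 839 of 8541 shuffled genes at an unadjusted p under 0.05. In simulated counts at the dispersions of the pools of the 29 and 35 cells, 93.8% of the DESeq2 calls were false. DESeq2's calls are therefore no measure of the difference. The cause of the 358 was not tested.

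A candidate explanation of the count of 0 is the spread between pools of a class. It was simulated for the pools of the 29 and 35 cells, not for those of the gene test. With that simulated spread, edgeR recovered 5.6% of genes changed by 6 on the log2 scale, while at a dispersion of 0.1 it recovered 100%. Changes over 6 were not simulated, and genes such as Sox4 (-11.69) and Sp8 (-18.77) differed by more. The spread was also estimated from the data themselves. The simulation therefore cannot say why differences of that size did not pass.

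The 5 genes with the lowest p kept their direction in every alternative that gave a value. With another split of the genes, however, S100a1 fell from 13.92 to 3.17, and the cause was not tested. Pcdh9, Sox4, S100a1, Sp8 and Crmp1 each passed without the filter, with DESeq2 and without the branch of dataset A, and all but S100a1 without the neuroblast-like pool of dataset A.

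The correlation between datasets, 0.446, was 0.448 with library size alone, 0.453 over genes with counts in both datasets, 0.473 with thinned cells and 0.528 over genes at 50 CPM or more. The cause of the last was not tested.

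The lists past the threshold numbered 2 under camera, 1 under fry, 0 with an estimated correlation, and 1 to 4 when 1 pool was left out. They numbered 3 with library size alone, without the filter, and without the deepest cells, where the ependymal list (camera adjusted p 0.0541 over 3 genes) was added at 0.0477, 0.0139 and 0.0158. It also passed in 3 of the 4 fits with a pool left out, at 0.032, 0.02 and 0.0117, but not with fry, an estimated correlation or the block. The replicate block gave 2, the same lists. The neuroblast list was lower in all 11 settings. The quiescent stem cell and astroglia list, 2.20, ranged from -0.20 to 3.34 when 1 pool was left out, and was negative without the branch of dataset B. The median of all genes in the list's fit was -0.34 with all pools. In the gene test, on other pools, the median of all held-out genes fell from -0.32 to -5.06 without the branch of dataset B. The list no longer passed without the branch of dataset A or the neuroblast-like pool of dataset B. The quiescence regulators, -0.94, became 0.54 without the filter and ranged from -1.72 to 3.55 when 1 pool was left out, with 0.43 without the neuroblast-like pool of dataset A. The oligodendrocyte list, -3.58, became 2.42 without the filter, and ranged from -5.43 to 2.13 with a pool left out, with 1.69 without the neuroblast-like pool of dataset A. The microglia list, -2.09, ranged from -7.71 to 6.51 and passed without the neuroblast-like pool of dataset A (-3.71, camera adjusted p 0.0439), and the immediate early genes, -2.86, from -10.40 to 4.77. The causes were not tested. These medians include genes at 0 in a pool, whose fitted values are no bounds.

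Penk's difference of -1.05 ranged from -4.66 to 2.13 when 1 pool was left out, reversed without the neuroblast-like pool of dataset A, and was -1.20 with the replicate block. Single cells set each pool's value.

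Genes per cell stayed lower in the branch, by -313.8 at 500000 counts, -357.2 at 1000000, -355 unthinned and -239.8 at 5 counts or more. None of these settings took Ttr and Enpp2 out of the counts. Leaving out a pool gave -474.2 to -153.2. With the replicate block the differences were -510.5 in dataset A and -117 in dataset B, with a mean of -313.8. The exact paired permutation p was 0.5, the smallest that 2 pairs allow. At 1000000 counts, 3 cells of dataset A were too shallow, all of them in neither class, so the comparison lost no cell.

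The microglia list's excess in dataset B, 20.2 percentage points of cells, was 40.9 unthinned, 30.4 at 1000000 counts and 2.85 at 10 counts or more. It was 14.5 to 27.2 when a pool's cells were left out. Most of it is traces, with 340 pairs of a gene and a cell at 1 to 9 reads in dataset B and 40 at 10 or more.

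The test of dataset B against dataset A had been planned with other normalizations, filters and tools, with cells or samples left out and without a cell type term. None of these is reported, nor are camera, fry, filters and normalizations for its microglia list, because each gate was 1 sort. Reporter expression was not analysed here.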

Other observations

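The test of the choroid plexus list was written before its values were seen. The other tests in this part were chosen afterwards.

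The 29 cells of the Ttr/Enpp2 branch came from both datasets. A few genes taking most of the counts are argued against as the cause, since 29 of 29 cells formed the branch again without Ttr, Enpp2, Rn18s-rs5 and mitochondrial genes. Wells with a second cell that was a neuroblast are argued against too, as the median ratio of the neuroblast list, branch over neuroblast-like cluster, was 0.00152 with 1 CPM added to both. Free choroid plexus RNA on cells like the astroglia-like ones is argued against. Of 17 astroglia list genes at 50 CPM or more in those cells, 9 were over 10 times lower in the branch. Gja1 was at 15300 CPM in the astroglia-like cells and at 0.0581 CPM in the branch. Of the 17, Clu and Mt3 were not lower. Choosing genes by their level in the astroglia-like cells favours genes lower in the branch. List genes under 50 CPM there include Vcam1, at 0 CPM in those cells and 448.4 CPM in the branch. Cpe and Id4, also under 50 CPM there, were higher in the branch too.

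Cells of the choroid plexus epithelium are a candidate source of the branch. Of the 25 listed genes, 20 had counts. Of those, 14 were higher in the branch in both datasets and 0 were lower in both. Their median log2 ratio, on the log2(CPM + 1) scale, was 7.21, at percentile 100 of 10000 random lists of like expression. The most abundant, Car12, was at 896.3 CPM in the branch and 0.265 in the neuroblast-like cluster. Rdh5 was at 744.9 and 0.103. None of the 20 is in the 11 other lists. How many the subventricular zone also expresses was not analysed here. Expression of these genes by the stem cells the study labelled, or by reporter-marked cells of another kind, stays open, since the labels could not be mapped to cells. This is a hypothesis, found and tested on the same cells.

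Traces of microglia transcripts ran through dataset B. Of its 25 neuroblast-like cells, 24 had 1 to 9 reads of a microglia gene, against 0 of 10 in dataset A. Reads passed between the libraries of the table are argued against. Ttr had 2261581 reads in branch cells of dataset B but left 3 in its neuroblast-like cells, where traces of the microglia list held 623. The highest count of a microglia gene in any library of dataset B was 2265. A further 7076 reads were counts of 10 or more in single cells. Of the 41 cells of dataset B, 4 had at least 3 microglia genes at 10 counts, all of them neuroblast-like, and dataset A had 2 of 41. Summed, the list was at 2916 CPM in dataset A and 115.2 CPM in dataset B. Single cells set the sum of dataset A, where 1 cell held 156780 counts of the list and another 79895. The excess in dataset B is mostly one of traces, with 340 pairs of a gene and a cell at 1 to 9 reads and 40 at 10 or more. In 1 of the 4 cells of dataset B, 18 of 21 genes reached 10 counts, with 725 reads in all (0.029% of its counts), beside 12 neuroblast list genes. Microglia RNA, or microglia libraries handled with dataset B, may be the source. Unthinned, 100% of the list's genes were in more cells of dataset B, but this is the pattern itself and tests no source. The gate and the plates go with the dataset, so these cannot be told apart. In dataset A, Ttr was found in all 10 neuroblast-like cells, with a median of 21.5 reads.

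Xist had 10 counts or more in 15 cells of dataset A and a count in 0 of 41 cells of dataset B, an exact upper limit of 8.60%. Ddx3y, Eif2s3y, Uty or Kdm5d had 10 counts or more in 23 cells of dataset B and in 2 of dataset A. The 2 cells carried Kdm5d, and 0 of them another of these Y-linked genes. Of the 2, 1 had counts of Xist. Depth as the cause is argued against, since the median cell of dataset B was 1.10 times as deep. Animals of 1 sex per dataset may explain most of it, but the 2 cells leave this open. Kdm5d has an X-linked relative, Kdm5c, which had 10 counts or more in 1 of the 2 cells. Whether reads were shared between them was not tested. In the branch of dataset A, 0 of 14 cells reached 10 Xist counts, against 7 of 10 neuroblast-like cells. No explanation for that was tested.

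In a description added after the data were seen, 441 held-out genes were at least 10 times higher in the branch in both datasets, 941 were at least 10 times lower, and 262 went opposite ways, on CPM + 1 without normalization factors. Shuffled cells, clustered anew, gave 527, 226 and 435. Their pools are not those of the classes, so these counts set no chance level for the classes.

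A further 4 cells outside the branch had at least 1% of their counts from Ttr, with 9.78%, 1.38% and 78.2% in dataset A and 16.7% in dataset B. These are values of single cells.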
